A study of Papio hamadryas with 17 samples.

How the data were processed

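RNA was measured by sequencing of stranded mRNA libraries made from ultrasound-guided kidney cortex biopsies of baboons, 8 females and 9 males, kept on a low-salt chow. Group and age came from the labels. The labels give age without a unit, and years were assumed. The library names fall into 1 series for the females and 2 series for the males, with 5 and 4 libraries, called series A and series B here. Sex therefore coincided with library name series, and the ages of the sexes did not overlap.

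The authors deposited 1 table per sex with a signal value per transcript and library, together with a co-expression module colour per transcript, per the file headers. The values are a between-library scaled read abundance with an offset of 1, judged from the values: the lowest deposited value was 1. The aligner, the quantification tool, the scaling factor and the genome build are not given in the sources used here. Coordinates are those of the deposited tables, on sequences with RefSeq names. Over the transcripts found in both tables, the mean of the 17 libraries had a sharp lower edge at 2, with 678 transcripts between 2.0 and 2.1 and 0 below 2, whereas the lowest mean within the females alone was 1.00. The edge lies in the mean over both sexes, so both tables were treated as parts of 1 joint table and compared with each other. A difference in scale between the sexes cannot be excluded, and changes are given beside the median shift of all genes.

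The male table was held here in part. It ended in the middle of a row after 17119 complete rows, sorted by module, and the rest was not analysed here. All 17119 transcripts were among the 26644 of the female table (64.3%), and 9525 female transcripts had no counterpart. The male part ended within the turquoise module. For 2263 of the 9819 genes in both tables, some transcripts of the female table lay outside the male part and were left out in both sexes. The gene symbol of 46 transcripts in the deposited table of females had turned into a date, so symbols were taken from the name column of both tables and tables were joined by transcript identifier.

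The offset was subtracted and the values of a gene's transcripts were summed. The summed value is called signal below. Genes with a signal of at least 1 in at least 8 libraries were kept, which left 9415 genes. The design fixed before the data were examined named a count test for counts and limma for CPM, TPM, RPKM or FPKM values. For values normalised within each table separately it named no test across tables. That branch was not taken because of the edge in the mean over both sexes. The edge does not show that both sexes were scaled together. The deposited values are not whole reads, so limma 3.58.1 in R 4.3.3 was run on log2(signal + 1) with a mean-variance trend and Benjamini-Hochberg adjustment, with an adjusted p under 0.05 as the threshold. Fold changes are on the log2(signal + 1) scale, which understates the change of low genes. To estimate relative depth, the step between low values was sought in genes with 1 transcript. Between 49.3% and 73.3% of these low values were whole multiples of the step within a tolerance of 0.1 of a step, so whole reads were not recovered and no count test was run. The step gives relative depth only, and only as far as the summed signal of the libraries is alike. The rule for choosing it was settled after the values were seen.

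Gene lists for transport and hormone genes, nephron segments and other cells were written before the data were examined. Lists were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation. Similarity of co-expression was the Pearson correlation, over all gene pairs, of the within-female and within-male gene-gene correlations for the 3000 genes of highest pooled within-sex variance among genes with a signal of at least 1 in at least 0.5 of the libraries of each sex. Signed networks were built per sex with a soft-threshold power of 12, topological overlap, Ward linkage and 20 clusters, and modules had at least 30 genes. A module counted as preserved when its mean pairwise correlation in the other sex exceeded the 95th percentile of 1000 random gene sets of the same size. Groups of 8 and 9 were redrawn 100 times from within-sex-centred values. A further count, chosen after the values were seen, kept the groupings with the 3 libraries high in skeletal muscle genes in both groups, 80 of 101 for the networks and 84 of 100 for the gene lists. Network steps used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1.

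The rule for named genes, fixed before the data were examined, took the sex-linked genes of the labels' check. It took the 5 genes in each direction with the largest change among called genes without overlap between the sexes and with a mean at or above the median. It took at most 6 called members of the transport and hormone list, of which 1 is not reported here, at most 3 called genes of each age or series test, and the 3 genes of highest mean correlation in the largest preserved and the largest non-preserved module of each sex. LOC100997237 was named after its values were seen, as were the skeletal, heart and smooth muscle gene lists and the libraries they set apart. The skeletal muscle level of a library is the mean log2(signal + 1) of the 9 list genes whose transcripts were all in both tables, and a library was called high when its level lay above the midpoint of the lowest and highest library.

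The limma step was tested on simulated log2 values for 9415 genes with 200 genes changed, with the spread of the 8 males low in skeletal muscle genes. The spread over all 17 libraries was wider, so the shares recovered are upper estimates for the comparisons of all libraries. At a planted log2 change of 1, it recovered 86.0% of them between 8 and 9 libraries and 45.0% between the male series, and 0 for an age effect of that size over the age range within either sex. At a planted change of 2, it recovered 100%, 95.0%, 65.5% for age in females and 81.5% for age in males. On 3000 simulated genes with 6 shared modules and 3 modules planted in 1 group alone, the network step called 6 and 0 of them preserved. Alternatives covered scaling, filter, pseudocount, trend, transcripts in place of genes, age, male series, single libraries left out, gene number, correlation, power and cluster number.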

Results

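Gene expression was measured in kidney cortex biopsies of 17 baboons, 8 females aged 15 to 19 and 9 males aged 6 to 13, to compare co-expression and expression between the sexes. Each animal gave 1 library. The values are deposited signal per transcript, scaled between libraries, from which the offset of 1 was subtracted and which were summed per gene. Over the 17119 transcripts found in both tables, the summed signal ranged from 259197 to 670142 in females and from 264577 to 540174 in males. Read totals were not part of the tables. The step between low values, which at equal summed signal is larger in shallower libraries, differed 5.99-fold between libraries. Depth taken from the step alone, relative to the smallest step, averaged 0.520 ± 0.297 (SD, n = 8) in females and 0.721 ± 0.250 (SD, n = 9) in males. This difference lay within the spread between libraries (two-sided exact permutation test, p = 0.148). The step alone does not allow for the unequal summed signal of the libraries. Mitochondrial transcripts made up 18.7% to 51.0% of the shared signal in females and 22.5% to 36.0% in males. The lowest female shares were those of female 1 (18.7%) and female 2 (23.7%), and the other females ranged from 27.6% to 51.0%.

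Female 1, female 2 and male 6 had high signal of skeletal muscle genes. The mean log2(signal + 1) of 9 skeletal muscle genes was 12.6, 12.9 and 12.4 in these libraries and at most 1.63 in the other 14. These genes took 22.7%, 26.1% and 18.3% of the shared signal in the 3 libraries. Signal of UMOD, a gene of the thick ascending limb, was 20.8 and 12.3 in female 1 and female 2 and 938.6 in male 6, and between 1669 and 11030 in the other libraries. These libraries were kept in every comparison as planned. The tests between the sexes, of age and of the male series and the network comparisons were repeated without them, a choice made after the values were seen.

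**Figure D1:**
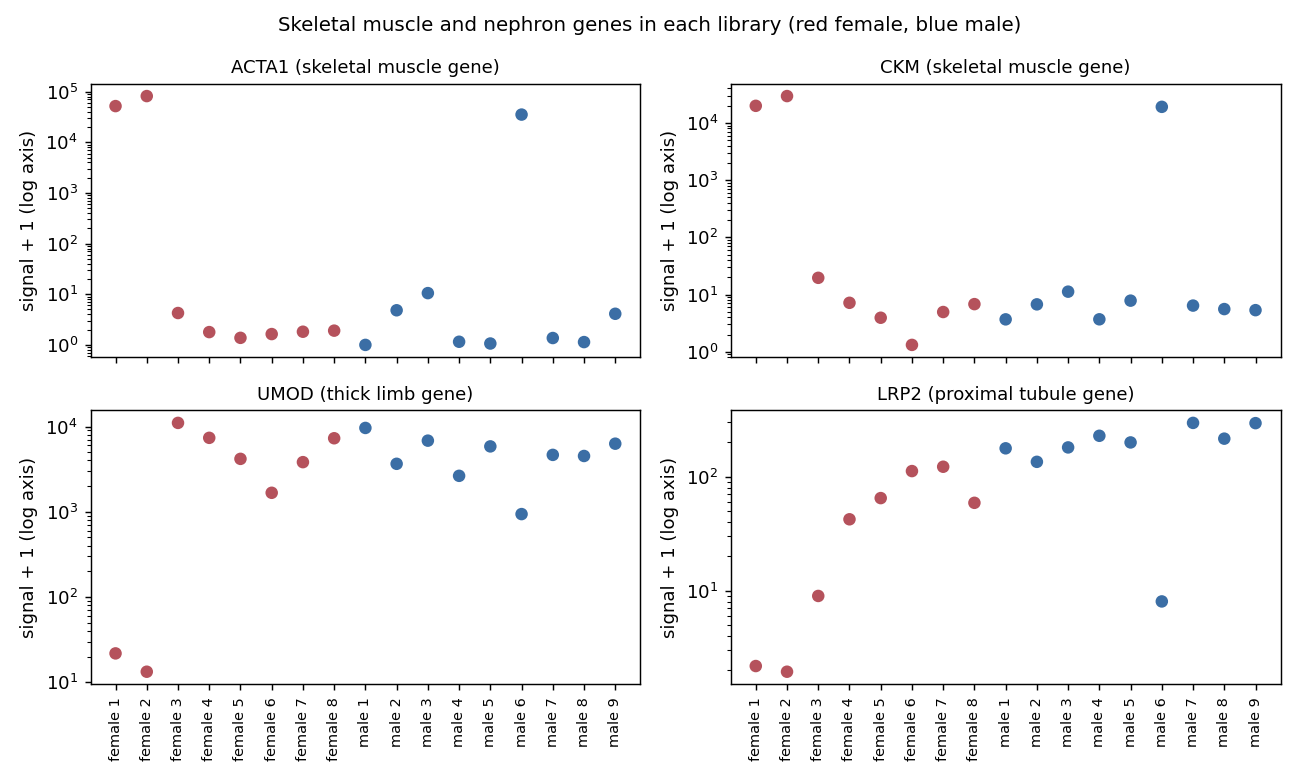
Signal + 1 on a log axis of 2 skeletal muscle genes (ACTA1, CKM) and 2 nephron genes (UMOD, LRP2) in each library, with females in red and males in blue. ACTA1 reached 51850, 81747 and 35238 in female 1, female 2 and male 6, where UMOD was lower than in the other libraries.

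Sex-linked genes were examined first as a check of the sex labels. Of the 10 genes chosen for this, XIST and 9 Y-linked genes, 0 were listed under these symbols in the tables as held here, and a gene listed under another name would be missed. The long non-coding RNA gene LOC100997237 (gene33015, sequence NC_018172.2, 65214309 to 65236439, minus strand, 1 transcript) was chosen after its values were seen, and whether it corresponds to 1 of the 10 was not determined here. Its signal was 50.4 ± 19.8 (SD, n = 8) in females, with a range of 26.5 to 86.4, and it was listed at 0 in 7 of the 9 males and at most at 0.0175 in the others. It was the 1 gene with a signal under 0.1 in every male and at least 1 in every female, and 0 genes showed the opposite pattern.

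**Figure D2:**
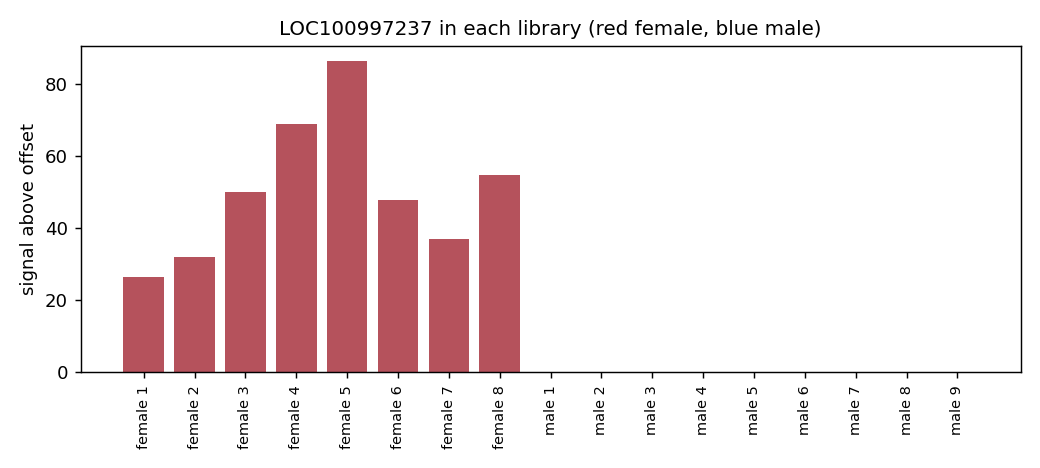
Bars give the signal above the offset of LOC100997237 in each library, with females in red and males in blue. The 8 female libraries lie between 26.5 and 86.4 and the male libraries at or near 0.

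Expression was then compared between the sexes gene by gene. With limma, 1276 of 9415 genes passed an adjusted p of 0.05, 35 of them higher in females and 1241 higher in males. The median log2 difference of all genes, female minus male, was -0.28, so most genes were shifted the same way. After median scaling of the libraries, which moved that median to 0.07, 454 genes passed, 183 higher in females and 271 higher in males. After upper quartile scaling the number was 341, with 136 and 205. With the 3 libraries high in skeletal muscle genes left out, 3632 genes passed, 210 higher in females and 3422 higher in males, and 1264 of the 1276 genes were among them, all in the same direction. With those libraries left out and median scaling, 2826 genes passed, 1430 higher in females and 1396 higher in males. In proportion, the count moved most with age as a term and against the 4 males of series B alone, with 1 gene in each, LOC100997237 in both. Against the 5 males of series A alone 711 genes passed. Without the 3 libraries high in skeletal muscle genes, the counts against series A and series B were 1931 and 3015. Females came from 1 series of their own, so sex, age and series could not be separated. Leaving out female 8, male 5, male 7 or male 9 gave 837, 828, 680 and 658 genes, and leaving out male 6 gave 2337.

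**Figure D3:**
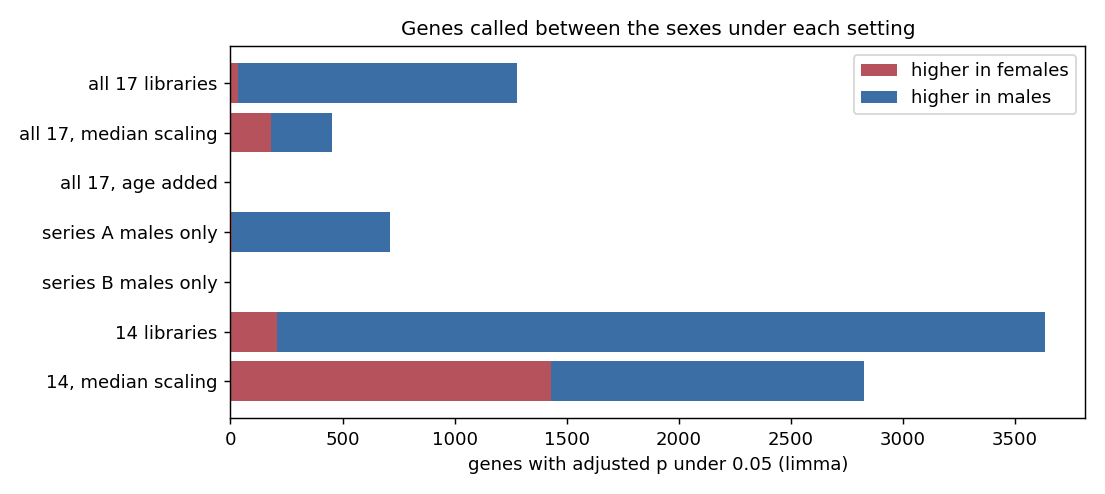
Number of genes with an adjusted p under 0.05 in limma, higher in females (red) or in males (blue), under 7 settings. The main comparison called 1276 genes, the 14 libraries called 3632, and the share higher in females depended on the scaling.

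Of the called genes, 32 had no overlap between the sexes and a mean log2(signal + 1) at or above the median of tested genes (3.08), 0 higher in females and 32 higher in males. LOC100997237 also had no overlap, and its mean of 2.63 lay below that median. Random groups of 8 and 9 part without overlap in 0.00823% of groupings. The 5 with the largest change were PHYHIPL, BTD, FMR1, CASC4 and FAHD1. PHYHIPL (gene16845, NC_018160.2, 71030899 to 71094867, minus strand) had a signal of 6.06 ± 3.17 (SD, n = 8) in females and 19.3 ± 7.24 (SD, n = 9) in males, with a log2 difference of -1.61 (SE 0.31, limma adjusted p = 0.00491). BTD (gene4913, NC_018153.2, 156788538 to 156834139, plus strand) had 11.6 ± 2.17 and 36.8 ± 12.9, with a log2 difference of -1.53 (SE 0.22, limma adjusted p = 0.00192). FMR1 (gene33595, NC_018172.2, 136208230 to 136237752, plus strand) had 4.37 ± 1.01 and 13.9 ± 4.54, with a log2 difference of -1.43 (SE 0.22, limma adjusted p = 0.00257). CASC4 (gene12879, NC_018158.2, 18889685 to 19010548, plus strand) had 14.8 ± 2.91 and 38.8 ± 13.7, with a log2 difference of -1.29 (SE 0.20, limma adjusted p = 0.00298). FAHD1 (gene31312, NC_018171.2, 1708558 to 1710472, plus strand) had 11.5 ± 4.09 and 26.7 ± 6.31, with a log2 difference of -1.19 (SE 0.21, limma adjusted p = 0.00429). All 5 exceeded the median shift and remained called in the 14 libraries. With age as a term none of the 5 passed.

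**Figure D4:**
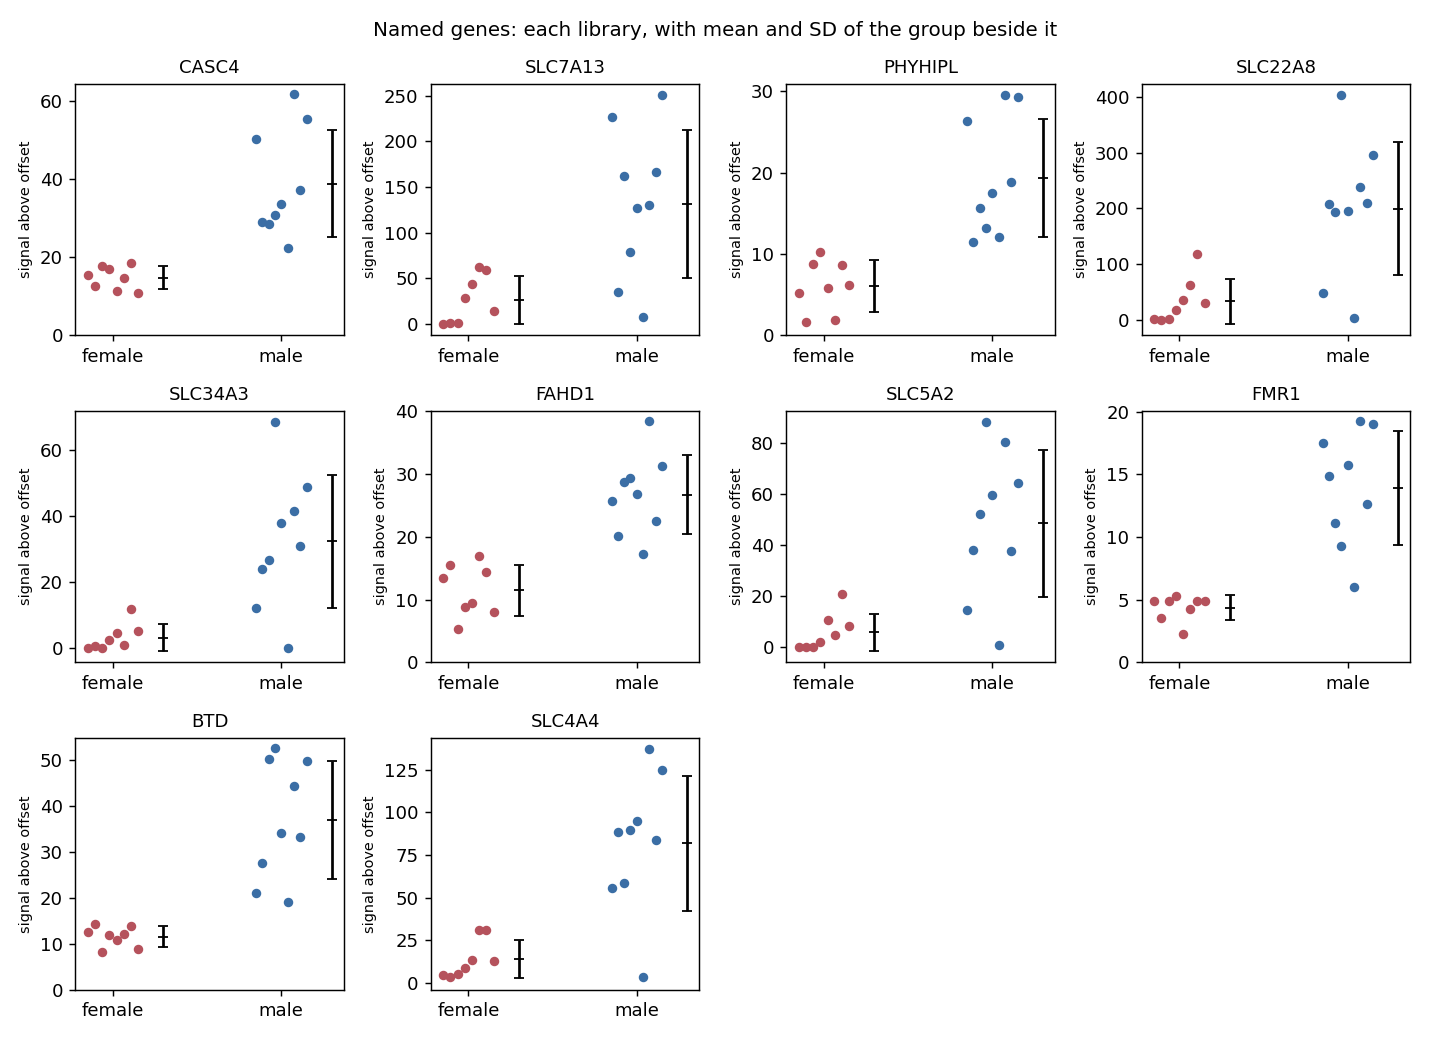
Signal above the offset of 10 named genes in each female (red) and male (blue) library, with the mean and SD of the group beside the points. The 5 genes of largest change showed no overlap between the sexes, and the 5 transport genes had lower values in male 6 than in the other males.

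Since the animals were on a low-salt diet, a list of 50 kidney transport and hormone genes was compared between the sexes, of which 40 were tested. The list was written for sodium and water transport and hormone receptors. It also holds other transporters, such as SLC22A2, SLC22A6, SLC22A8 and SLC7A13. Over all genes, 6 passed an adjusted p of 0.05, and 7 passed when adjusted over the list alone. All 6 were lower in females, and the 5 with the smallest p were SLC4A4, SLC34A3, SLC5A2, SLC7A13 and SLC22A8. SLC4A4 (gene9965, NC_018156.2, 69762286 to 70104650, minus strand) had a signal of 13.9 ± 11.1 (SD, n = 8) in females and 81.8 ± 39.4 (SD, n = 9) in males, a log2 difference of -2.44 (SE 0.58, limma adjusted p = 0.0131). SLC34A3 (gene25279, NC_018166.2, 980334 to 986388, minus strand), for which 3 of 4 transcripts were in both tables, had 3.16 ± 4.06 and 32.3 ± 20.1, a log2 difference of -3.01 (SE 0.72, limma adjusted p = 0.0139). SLC5A2 (gene31776, NC_018171.2, 27709431 to 27718270, plus strand) had a log2 difference of -3.18 (SE 0.78, limma adjusted p = 0.0148). SLC7A13 (gene15550, NC_018159.2, 82183171 to 82200097, minus strand) and SLC22A8 (gene23660, NC_018165.2, 10745444 to 10772203, plus strand) had log2 differences of -3.12 and -3.54, with limma adjusted p of 0.0334 and 0.0374. With age as a term the difference of each of these 5 changed sign and none passed. With age as a term in the 14 libraries low in skeletal muscle genes, 0 of the 5 changed sign and 0 passed. Without the 3 libraries high in skeletal muscle genes 18 of the 40 passed. The median log2 difference of the list was -0.83 relative to all genes and its mean -1.03. Camera gave p = 0.00510, fry p = 0.0324, and camera with an estimated correlation p = 0.495. After median or upper quartile scaling the list passed with camera and not with fry.

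Lists of nephron segments and other cells were compared because biopsies can differ in their share of tissue parts. Relative to all genes, the median log2 difference of the proximal tubule list was -2.36 (camera adjusted p = 0.0147) and that of the stroma and muscle list was 0.70 (camera adjusted p = 0.0219). The other lists did not pass, with medians of -0.07 for podocytes, -0.74 for the thick limb, -0.47 for the distal convoluted tubule, -0.34 for principal cells of the collecting duct, -0.38 for intercalated cells, 0.16 for endothelium, 0.05 for immune cells, -0.67 for blood, 0.04 for dissociation stress and -0.34 for injury. The podocyte, distal convoluted, endothelial, stroma, immune, blood, stress and injury lists had between 50% and 70% of their genes in both tables and are partial. The median and mean of the podocyte and immune lists differed in sign, and camera gave a direction opposite to the median for the podocyte, principal cell, intercalated, immune, blood and injury lists. With fry and with an estimated correlation 0 lists passed. Without the 3 libraries high in skeletal muscle genes, 3 lists passed with camera, the proximal tubule list with a median of -1.54, the endothelial list with 0.47 and the stroma and muscle list with 0.49. Of these the proximal tubule list also passed with fry. Leaving out 1 of the 14 libraries at a time, the proximal tubule list no longer passed with camera without male 9, and it passed with fry without female 3, female 6 or female 7 and not without any 1 of the other 11. Female 3 had the lowest proximal tubule level of the 14, at 3.76, and without it the median was -0.93 and the list passed with both. With median scaling of the 14 libraries, the proximal tubule list passed with camera and not with fry, and the endothelial list with fry and not with camera. The medians are relative to all genes and so do not move with the scaling. The stroma and muscle list was no longer called after median scaling. SLC4A4, SLC34A3, SLC5A2, SLC7A13 and SLC22A8 were not tested with the proximal tubule level as a term. A smaller share of proximal tubule therefore stays open as the source of their differences.

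The series names weighted co-expression network analysis, so gene-gene correlations were compared between the sexes. Over the 3000 genes, the within-female and within-male correlations had a Pearson correlation of 0.623 over gene pairs, which are not independent. Groups redrawn from all 17 libraries gave a median of 0.739, and 22 of 101 groupings, the real one included, were as low (one-sided permutation p = 0.218). In 21 redrawn groupings all 3 libraries high in skeletal muscle genes fell into 1 group, and their similarity was at most 0.433. Among the 80 groupings with these libraries in both groups, a restriction chosen after the values were seen, the redrawn median was 0.746, and 1, the real one, was as low (one-sided permutation p = 0.0125, the smallest they can give). With the first component of each sex removed, 12 of the 80 were as low. With the 3 libraries high in skeletal muscle genes left out, the similarity was 0.155 against a redrawn median of 0.246, and 10 of 101 groupings were as low (one-sided permutation p = 0.0990).

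Of 17 modules built in females, 13 were preserved in males, and of 19 modules built in males, 18 were preserved in females. The limit from random gene sets was 0.141 to 0.256 for female modules in males. It was 0.0513 to 0.134 for male modules in females. The mean correlation over gene pairs was 0.117 in males and 0.0314 in females. A male module counted as preserved at 0.102, while a female module at 0.216 did not. The counts of the sexes therefore rest on unlike limits. As few female modules were preserved in 1 of 101 groupings, the real one, against a redrawn median of 18, and as low a share in 4 of 101. As few male modules were preserved in 86 of 101 groupings. With the 3 libraries in both groups, as few female modules were preserved in 1 of 80 groupings, as low a share in 2 and as few male modules in 67. With 40 clusters 20 of 21 female modules were preserved, and with 1000 genes 10 of 10. The largest preserved female module had 705 genes, led by BCL7B, IPO5 and COQ8A, and its mean correlation was 0.827 in females and 0.374 in males. The largest female module that was not preserved had 111 genes, led by MARCH2, EMC9 and ELP3, with 0.835 in females and 0.0777 in males. In males the largest preserved module had 290 genes, led by DBNDD2, ENO3 and CHRNB1, with 0.819 in males and 0.710 in females, and the 1 module that was not preserved had 122 genes, led by PPP1R1B, LOC108582715 and SLC16A11, with 0.0759 in males and 0.0204 in females. Both female modules were highest in female 1 and female 2, and the preserved male module in male 6. Without those libraries, 10 of 20 female modules and 15 of 20 male modules were preserved.

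In the authors' deposited table of females, transcripts were assigned to 17 module colours, the largest of which held 11110 of 26644 transcripts (41.7%). In the part of the authors' deposited table of males held here, 9 colours were present and the largest held 4883 transcripts, a lower bound because the table ended within it. Both counts include grey, with 2 transcripts in females and 391 in the male part, the colour that software for this method usually gives to unassigned transcripts. The tables do not say whether it was used so.

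Age was tested within each sex because the sexes did not overlap in age. With limma 0 genes passed in females, where 504 had an unadjusted p under 0.05, and 0 passed without the trend, where 510 did. In males 0 genes passed, with 973 at an unadjusted p under 0.05 and 959 without the trend. The slope in males rested on 2 animals aged 12 and 13. Leaving out female 8, the youngest female, gave 18 genes in females. Leaving out male 5 gave 3602 genes in males, where male 6 was then the 1 older animal, leaving out male 6 gave 0, with 173 at an unadjusted p under 0.05, and leaving out both gave 0, with 317. The age slope differed between the sexes for 0 genes, with 513 at an unadjusted p under 0.05 in limma, and for 0 genes without the 3 libraries high in skeletal muscle genes, with 304. Between the 2 name series of male libraries 0 genes passed, with 260 at an unadjusted p under 0.05 and 264 without the trend.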

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

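Median scaling of all libraries, the filter minimum of 10 and age as a term were planned settings, used in this part as tests of an explanation. The redrawn splits of all 17 libraries were planned too. Those of the 14 and 13 libraries and those with the 3 muscle-rich libraries in both groups were not. The other tests of an explanation were chosen after the result was seen, and so were the skeletal, heart and smooth muscle lists. Highest and lowest libraries were compared with the rest of their sex for 58 sets of values. In 12 of them a library stood apart, where chance gives about 5% of sets, and 10 of the 12 were male 6.

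Male 6 stood apart in its skeletal muscle level of 12.4, next to 1.63 in the highest other male, and in its stroma and muscle list level of 7.64, next to 5.19. Its levels were the lowest of the males for the transport and hormone list (3.09, next 5.65), the proximal tubule list (4.06, next 8.06), the thick limb list (3.53, next 5.08), the distal convoluted list (1.66, next 3.59), the principal cell list (1.51, next 3.18) and the intercalated list (1.44, next 4.06), all on the log2 scale. Its step between low values of 0.293 was the largest among the males and its 9422 detected genes the fewest. Female 1 and female 2 had the same muscle pattern, and being a pair they did not stand apart singly. A further signal lay in transcripts outside the comparisons: 19 of the 19 skeletal muscle list genes held in the female table alone were over 10 times higher in female 1 and in female 2 than in the highest other female, at 1625 to 15916 against at most 94.8.

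Low depth is argued against, because the lowest skeletal muscle sum among the 3 libraries was 329567 steps of low values, against at most 639.0 in the others. A first test of heart muscle counted heart list genes over 10 times the highest other female. It found 2 of the 3 held in the female table, MYH6 and TNNI3, and decided nothing. It was replaced, after its value was seen, by the sum of the list. In female 1 and female 2 the heart list genes summed to at most 0.161% of the skeletal list, which argues against heart muscle as the main source, and TNNT2 was listed at 0 in both. Of 8 smooth muscle list genes, 1 was over 10 times the highest other female. Skeletal muscle taken with the biopsy is a candidate source, since the 19 genes not used to find the libraries were raised together in female 1 and female 2. These 19 have no value for male 6. ACTA1, one of the 9 genes used to find the libraries, reached 51850, 81747 and 35238. Of the 30 list genes held, 18 had a signal of at least 1 and 6 of at least 10 in some other library, at most 103.2 (TPM2). Whether any kidney was present differs by library. Over 38 nephron genes, the median level in male 6 was 4.80% of the other males, and UMOD was 938.6, which goes against an absence of kidney tissue. In female 1 and female 2 it was 0.941% and 1.20% of the other females. Here an absence of kidney with a trace carried over from other libraries cannot be told apart from a small piece of kidney, because the size of carry-over is known only in the other direction, where muscle genes in the remaining libraries were at most 0.0372% of the lowest of the 3. Age stays open, since 3 libraries are few. Female 1 and female 2 are among the 3 females aged 19, and male 6 is the second oldest male at 12. A sum of ages as high came in 15 of the 252 choices of 2 females and 1 male (one-sided exact permutation p = 0.0595). Female 3 and male 5, at 19 and 13, were low in muscle genes. No other biological explanation was tested.

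The immune list level of 1.66 in male 2 was below the next male at 2.08, and SLC34A3 was 12.0 in female 7, above the next female at 5.05. Both rest on low values and 1 library, and no explanation was tested.

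The number of genes differing between the sexes, 1276, was reached in 1 of 100 splits of the 17 libraries, the real one, and the 3632 genes of the 14 libraries in 1 of 100 splits of those, so chance splits can be excluded. Skeletal muscle in 3 libraries is argued against as the cause, because 3632 genes passed without them. Scaling does not account for the existence of differences, since 454 genes passed after median scaling, but it may account for their direction: after median scaling 40.3% of called genes were higher in females, against 2.74% before. Low depth is argued against by 770 genes called among 4161 well expressed genes. With the proximal tubule level as a term in the 14 libraries 2350 genes passed, 2227 of them higher in males. A linear effect of that level therefore does not account for all calls. A smaller share of proximal tubule in female biopsies is left open, since this run was not combined with median scaling. Age cannot be told apart from sex, since the ages do not overlap and 1 gene passed with age as a term. Library series cannot be told apart from sex either, although 1931 genes passed against series A in the libraries low in muscle genes. The mitochondrial share of the signal was not tested as an explanation and stays open. In the 14 libraries it was 27.6% to 51.0% in females and 22.5% to 36.0% in males. Sex itself stays among the open explanations.

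For the transport and hormone list, 6 called genes were reached in 1 of 100 splits. The largest count over all genes in another split was 1, so this result follows from the count of all genes. It does not set the list apart. In the list 6 of 40 genes were called, against 1276 of 9415 over all genes. In the 14 libraries the counts were 18 of 40 and 3632 of 9415. As large a list median came in 18 of 100, and as small a camera p in 58 of 100. As many called marker lists as the real 2 came in 76 of 100, so chance cannot be excluded for the list tests. Among the 84 splits with the 3 muscle-rich libraries in both groups, the camera p and marker list numbers were 42 and 60. A proximal tubule difference as large was reached in 6 of 100 splits of the 17 libraries, in 1 of the 84, and in 1 of 100 of the 14 libraries. This list was singled out among 12 for its size. As large a median in any of the 12 lists came in 6 of 100, 1 of 84 and 1 of 100, so chance cannot be excluded for the planned splits of all libraries, and can be for the others, both of which were chosen after the data were seen. Female 3 was the library of the 14 that moved this difference most. Its proximal tubule level of 3.76 lay below that of the other 5 females (6.69 to 8.08), and without it the median went from -1.54 to -0.93. The list still passed with camera and fry, which argues against female 3 as the whole cause. As large a difference came in 2 of 100 splits of the 13 libraries, but in any of the 12 lists in 12 of 100, so chance cannot be excluded there once all lists are counted. Without male 9 the list no longer passed with camera. For age, as many genes were reached in 101 of 101 orders in each sex, and for the male series in 100 of 100 splits, as a count of 0 must give.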

How the results depend on the processing

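The 8 settings named with skeletal muscle genes, the residual component or the proximal tubule level were chosen after seeing the data, as were the groupings with the 3 libraries in both groups, and the others before. The planned surrogate variable was not run, and the first residual component took its place. The planned count tests were not run because the values are not counts.

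Genes differing between the sexes numbered 1276. The count stayed within 1.5 times without trend, without filter, at pseudocounts of 0.5 and 0.1 and for transcripts. It was 454 after median scaling, 341 after upper quartile scaling, 770 with a filter minimum of 10 (4161 genes tested) and 623 with an absolute log2 difference over 1. It was 1 with age added, 711 against series A males and 1 against series B males. With the first residual component it was 3119, with the skeletal muscle level 2747, without the 3 libraries high in skeletal muscle genes 3632, and with median scaling as well 2826. Without those libraries it was 1931 against series A, 3015 against series B, 2350 with the proximal tubule level added and 1 with age added. Leaving out single libraries gave 658 (male 9) to 2337 (male 6).

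Called transport and hormone genes numbered 6. They were 3 after median scaling, 1 after upper quartile scaling, 2 at a pseudocount of 0.1, 0 with age added, 3 against series A and 0 against series B. They were 28 with the residual component, 20 with the skeletal muscle level, 18 without the 3 libraries, 12 with median scaling as well, and 0 without the 3 libraries with age added. The median of the list relative to all genes was 1.82 with age added, a reversal that passed with camera and not with fry. Without the 3 libraries and with age added the median was 0.11, a reversal that passed with neither. The mean relative to all genes did not reverse there, at -0.06. After median or upper quartile scaling the list passed with camera and not with fry. It was -0.75 against series B and -0.40 without the 3 libraries, both no longer past the threshold with camera. Without the 3 libraries it passed with fry, and with median scaling as well it passed with both. The number of called marker lists was 1 after median scaling, after upper quartile scaling, with the skeletal muscle level, and without the 3 libraries with median scaling, and 0 against series B, with fry, with an estimated correlation, and without the 3 libraries with age added. Except where stated, the cause was not tested.

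With age added, log2 differences reversed to 0.70 for SLC4A4, 1.26 for SLC34A3, 1.12 for SLC5A2, 1.45 for SLC7A13 and 2.43 for SLC22A8, and list medians to 1.43 for podocytes, 2.66 for the proximal tubule, 1.65 for the thick limb, 1.72 for the distal convoluted tubule, 2.40 for principal cells, 3.25 for intercalated cells, -2.55 for stroma and muscle, -0.12 for immune cells, -1.54 for stress and 0.40 for injury. The 3 libraries influence the age slope, as 2 are among the oldest females and 1 is the second oldest male. Without them and with age added, the 5 genes, the proximal tubule list (-0.42), the thick limb, the principal cell list, the stroma list and stress did not reverse, and 0 of them passed. Podocytes reversed to 1.23, the distal convoluted tubule to 0.38, intercalated cells to 0.80, immune cells to -0.27 and injury to 0.27. The podocyte median reversed to 0.062 with a filter minimum of 10, and the immune median to -0.0034 and -0.18 at pseudocounts of 0.5 and 0.1. Against series B, podocytes reversed to 0.046, immune cells to -0.0025, stress to -0.072 and injury to 0.094. With the skeletal muscle level added, podocytes reversed to 0.12, principal cells to 0.12, intercalated cells to 0.084, stress to -0.0175 and injury to 0.039. Without the 3 libraries, with or without median scaling, podocytes reversed to 0.13, the thick limb to 0.23, principal cells to 0.043, intercalated cells to 0.28, stress to -0.078 and injury to 0.18. None of these lists but the proximal tubule and stroma lists was called in the main comparison. With age added, the proximal tubule and intercalated lists passed with camera, higher in females, and 0 lists passed with fry. The cause was not tested.

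The similarity of correlations between sexes stayed on the same side of the threshold under all 8 alternatives, with values from 0.155 to 0.906 and one-sided permutation p from 0.0990 to 0.238. With the 3 libraries in both groups, it was as low in at most 3 of 80 groupings under 6 of the 7 alternatives that kept these libraries, and in 12 of 80 with the first component of each sex removed. Preserved modules built in males were 10 with 10 clusters and 10 with 1000 genes, where fewer modules were built, and those built in females were 20 with 40 clusters, where more were. At a pseudocount of 0.1, 12 of 18 male modules (66.7%) and 12 of 20 female modules (60%) were preserved, so the sexes differed less than in the main comparison (94.7% and 76.5%). Preserved male and female modules were 20 of 20 and 13 of 20 with Spearman correlation, 16 of 16 and 14 of 18 at a power of 6, 19 of 20 and 16 of 20 with 5000 genes, and 16 of 18 and 15 of 18 with males centred within their series. With 10 clusters they were 10 of 10 and 9 of 10, with 1000 genes 10 of 10 and 10 of 10, and with 40 clusters 25 of 27 and 20 of 21. Age in females gave 0 genes under each setting except without female 8 (18 genes), and age in males 1 gene (LOC101012151, named after its value was seen) after median scaling and 0 to 3602 when single males were left out, the highest without male 5. The male series gave 0 genes under each setting. Depth is known only as a relative step. Female 1, female 2, female 6 and male 6 had the largest steps, which put them at 0.22, 0.17, 0.17 and 0.18 of the library with the smallest step. Low genes are least certain there. The summed shared signal of female 1, female 2 and male 6 was 540860, 670142 and 540174, against 292563 in female 6. The step therefore understates their reads relative to female 6.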

Other observations

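In this part the redrawn groups of all libraries without restriction were planned. The network settings compared for the gap between the sexes and the runs leaving out single males were planned too. The other tests were chosen after the result was seen.

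In the authors' deposited table of females, 76.8% of the transcripts of the largest module were highest in female 1 and female 2, and 96 of the 109 transcripts of skeletal muscle list genes lay in it. The share was 31.3% and 11.9% in 2 other female modules, 0% in the rest and 35.1% over all female transcripts. In the part of the authors' deposited table of males held here, which ended within its largest module, 78.1% of the transcripts held of that module were highest in male 6, against 0% of each other module held here and 22.3% of all transcripts in the male part. Whether it is the largest male module of the whole table is not known here. Both modules held ACTA1, CKM and ATP2A1. Transcripts of a module share their highest libraries by construction, so these shares show which libraries carry a module and not why. Co-variation was therefore measured in the other libraries. For the male module the mean correlation between transcripts went from 0.475 over all males to 0.0571 without male 6, no higher than in random sets of that size (95th percentile 0.0648), and the median of the other modules was 0.350. This is consistent with male 6, high in muscle genes, as the source of that module as far as held. For the female module it went from 0.653 to 0.126 without female 1 and female 2, above random sets (95th percentile 0.0736) and below the median of the other modules (0.548), so how much of it rests on muscle is left open. A gain of muscle and a loss of kidney in these libraries were not separated.

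The similarity of correlations between the sexes fell from 0.623 to 0.155 without the 3 libraries, and was as low in 22 of 101 and 10 of 101 groupings. The first share is raised by groupings that put all 3 libraries in 1 group. With these libraries in both groups, 1 of 80 groupings was as low, but with the first component of each sex removed 12 of 80 were, and for the 14 libraries chance cannot be excluded. Whether the similarity is lower than by chance is therefore left open. The fall is consistent with skeletal muscle as a source of much of the similarity, though fewer libraries were also left. Preserved female modules were as few in 1 of 101 groupings with all libraries, in 1 of 80 with the 3 libraries in both groups and in 4 of 101 without the 3, where the lowest redrawn counts were 14 with all libraries and 10 without the 3. The last would not pass an adjustment over the 4 module tests of all and of 14 libraries. With all libraries as low a share came in 4 of 101. Of the 4 female modules not preserved, 1 missed the limit by little (0.216 against 0.217), and another correlated more in males (0.184) than in females (0.144). The gap between the sexes varied with the setting, where no groups were redrawn. It was wider with Spearman correlation (13 of 20 female and 20 of 20 male modules), similar at a power of 6 (14 of 18 and 16 of 16) and with 5000 genes (16 of 20 and 19 of 20), narrower at a pseudocount of 0.1 (12 of 20 and 12 of 18), and absent with 40 clusters (20 of 21 and 25 of 27) and with 1000 genes (10 of 10 in each). In the main setting the limits for female modules in males were also higher than those for male modules in females. A lower preservation of female modules stays a tentative result. Male modules were as few in 86 of 101, 67 of 80 and 61 of 101, where chance cannot be excluded. Age and library series differ with sex and stay open, and so does sex.

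With male 5 left out, 3602 genes changed with age in males. Male 6 was then the 1 older male. With male 6 left out and male 5, also older, kept, 0 genes passed and 173 had an unadjusted p under 0.05. The 3602 genes may therefore reflect the muscle signal of male 6, and other properties of that library stay open.

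LOC100997237 was at least 1 in every female and under 0.1 in every male, a pattern of 1 gene in the tables, although other genes also differed without overlap. A wrong label cannot be told apart by this gene on its own, since it was chosen because it follows the labels. The gene lies between CHIC1 and LOC100999943 on the minus strand of NC_018172.2. A higher dosage of the whole sequence in females is argued against: its 297 other genes had a median log2 difference of 0.0452 relative to the remaining genes, at the 90.9th percentile of random gene sets of that size.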
